A study of Mus musculus with 6 samples.

How the data were processed

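CUT&RUN, in which a nuclease tethered by an antibody releases the DNA around an antigen for sequencing, was applied to mouse prospermatogonia. These are the male germ cells of the fetal testis, and they were taken here at embryonic day 16.5. Per the labels, cells from gonads of embryos carrying a green fluorescent Oct4 reporter were sorted by fluorescence, the strain was C57BL/6 and the animals were wild type for Taf4b. The 6 samples fall into 3 groups of 2 replicates each, assigned from the sample titles: an antibody against TAF4b, a subunit of the general transcription factor TFIID; an antibody against H3K4me3, a histone mark found at active promoters; and IgG, a control antibody. The 2 IgG libraries were not analysed here, so no comparison with an antibody background was made.

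The 4 lists used hold the peaks (TAF4b) or regions (H3K4me3) of 1 library each, and replicates were not pooled. Per the file headers of the H3K4me3 lists, regions were annotated with the annotatePeaks program of HOMER against the GRCm39 genome and the Ensembl 103 gene set. The TAF4b lists have the same annotation columns and do not name a build. Of their transcript identifiers 98.9% (replicate 1) and 99.2% (replicate 2) were found in GENCODE M39, and for 57.4% and 51.3% of the matched peaks the deposited distance to the transcription start site (TSS) equalled the distance computed on GRCm39 to the base, so that GRCm39 was used for all 4 lists. For H3K4me3 the same exact equality held for 76.9% and 65.8%. The peak caller, its version and its threshold are stated neither per the labels nor per the file headers. The deposited gene name columns were empty, and genes were named through the transcript identifiers.

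The peak score in each list is the authors' value, with a normalization that is not stated per the file headers, and was used to rank or divide peaks within 1 list. The exceptions are the estimates of reads from score steps below and in the closing section, which compare lists on an assumption of equal scaling that the file headers do not state. Other deposited columns used were coordinates, the distance to the nearest TSS and the annotation class. Read totals were not given, so the depth is unknown. Scores fell on regular steps of 1.49 and 5.05 in H3K4me3 replicates 1 and 2 and of 0.496 and 4.05 in TAF4b replicates 1 and 2, and at least 93.8% of the low scores examined were multiples of the step. Reading 1 step as 1 read is an inference. On that reading the lowest listed score corresponded to 11 and 19 reads in H3K4me3 and to 13 and 10 reads in TAF4b. If both replicates were scaled to the same total, replicate 2 had 3.39 times (H3K4me3) and 8.16 times (TAF4b) fewer reads than replicate 1.

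A peak was called a promoter peak when its deposited class was promoter-TSS, and its gene was the gene of the transcript named there. That class is assigned from the centre of the interval, so a wide H3K4me3 region across a TSS can be classed as exon or intron. Intervals overlapped when they shared at least 1 bp. Overlaps were compared with 1000 random placements of the same intervals on the same chromosomes (one-sided), and 0.001 is the smallest p-value these can give. Shares within 1 list carry 95% Wilson intervals, which cover counting error only and do not cover differences between animals. Median scores were compared by two-sided permutation tests with 100000 resamples, for which 1e-05 is the smallest p-value. Gene sets were compared by two-sided Fisher exact tests over the 31734 genes named in any of the 4 lists. All of these tests describe the libraries, because peaks and genes are not replicates. The difference in promoter share between antibodies was tested over libraries by an exact two-sided permutation test, which with 2 libraries against 2 cannot give a p-value below 0.333.

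Lists of 32 germ cell genes, 32 somatic genes of the testis, 12 housekeeping genes and 18 TFIID or related genes, and 10 consensus sequences, were fixed before the data were examined. One listed symbol, Hprt, was not found in the annotation. Consensus sequences were searched on both strands in 200 bp around the centres of TAF4b promoter peaks, and in 200 bp around the TSS of 8508 genes with an H3K4me3 promoter region and no TAF4b promoter peak in either replicate, with Fisher exact tests and Benjamini-Hochberg adjustment over the 10 sequences. The genes named were set by a rule fixed in advance: Taf4b itself, listed genes with a TAF4b peak, and the 5 genes with the highest TAF4b replicate 2 scores among promoter peaks that overlap a promoter peak of replicate 1. One gene that the rule selects is not reported here by name. Other loci named in the closing section were chosen after their values were seen.

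Replicate numbers come from the sample titles. Whether equal numbers stand for the same cells is not stated, so the promoter share was also compared within same-numbered libraries (a replicate block). Alternatives covered the higher-scoring 50% of each list, replicate 1 reduced to as many of its highest-scoring peaks as replicate 2 holds, other overlap rules, random placement inside H3K4me3 promoter regions, other gene universes, crossed replicates, other windows and controls matched on GC content, and leaving out each replicate.

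The overlap test was tested on simulated data with 848 intervals: a planted overlap of 30.0% was recovered as 30.0% with 0.104% by chance, and 3 of 100 sets without planted overlap had a p-value under 0.05. Those 100 sets were drawn by the same random placement that the test compares with, using 100 placements each. This checks the code. It does not show that random placement suits peaks that gather at promoters. A consensus planted in 25% of 1000 windows was recovered in 25%. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9.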

Results

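TAF4b and H3K4me3 were profiled by CUT&RUN in sorted prospermatogonia at E16.5 (embryonic day), with 2 replicates per antibody. The replicates differed widely in the number of intervals called. TAF4b replicate 1 held 7861 peaks and replicate 2 held 848, a ratio of 9.27. H3K4me3 replicate 1 held 64891 regions and replicate 2 held 1730, a ratio of 37.5. TAF4b peaks had a fixed width in each list, with End minus Start equal to 142 bp in replicate 1 and 188 bp in replicate 2. H3K4me3 regions had a median width of 779 bp (replicate 1) and 500 bp (replicate 2), and covered 61985 kb and 1025 kb. Because the lists differ so much in size, each comparison is given for each replicate.

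The first comparison asked how far the TAF4b peaks lie at promoters, with the H3K4me3 regions of the same cells beside them. Promoter-TSS peaks made up 73.2% (95% Wilson interval 72.2 to 74.2) of TAF4b replicate 1 and 88.2% (85.9 to 90.2) of replicate 2, a mean of 80.7% ± 10.6 (SD, n = 2). For H3K4me3 the shares were 20.7% (20.42 to 21.05) and 59.9% (57.6 to 62.2), a mean of 40.3% ± 27.7 (SD, n = 2). The share was 40.4 percentage points higher for TAF4b, with a two-sided exact permutation p of 0.333, the smallest this design allows. With the replicate block, the differences within same-numbered libraries were 52.5 and 28.3 percentage points, with the same mean of 40.4 and an exact sign-flip p of 0.5, also the smallest possible. As a check of the pairing, the change in each chromosome's share of peaks from replicate 2 to replicate 1 was correlated between the antibodies, with Pearson's r of 0.645 and Spearman's rho of 0.460 over 20 chromosomes, and 0.290 and 0.370 without X. These correlations are across chromosomes, which are not independent replicates. Counting intervals within 1000 bp of a TSS in place of the promoter class moved the difference most among the alternatives that kept both replicates, to 27.1 percentage points. By that count the TAF4b and H3K4me3 shares were 79.0% and 32.2% in replicate 1. In replicate 2 they were 90.3% and 82.8%, so the difference of 28.3 percentage points there depended largely on the class.

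**Figure D1:**
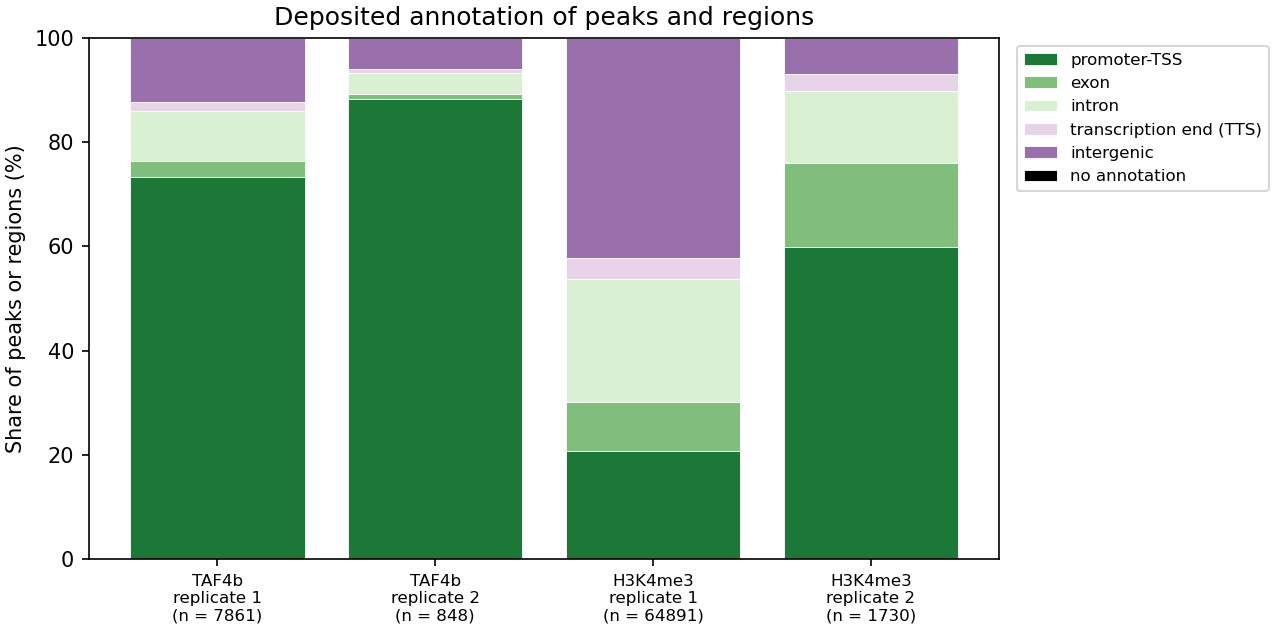
Share of peaks or regions (%) in each deposited annotation class, 1 bar per library, with the number of intervals under each bar. Promoter-TSS intervals make up 73.2% and 88.2% of the TAF4b lists and 20.7% and 59.9% of the H3K4me3 lists, and 42.1% of H3K4me3 replicate 1 is intergenic.

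Within 1000 bp of a TSS lay 79.0% and 90.3% of TAF4b peaks, a mean of 84.7% ± 8.02 (SD, n = 2). For H3K4me3 these shares were 32.2% and 82.8%. Among the intervals within this distance, TAF4b peak centres had a median position of -44 bp and -69 bp relative to the TSS, and 74.9% and 84.1% of them lay upstream. H3K4me3 region centres had a median position of 52 bp and 39 bp, and 39.7% and 39.6% lay upstream. Both TAF4b medians lay below both H3K4me3 medians. No test was run on these positions, and 2 libraries against 2 could not have passed the threshold.

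**Figure D2:**
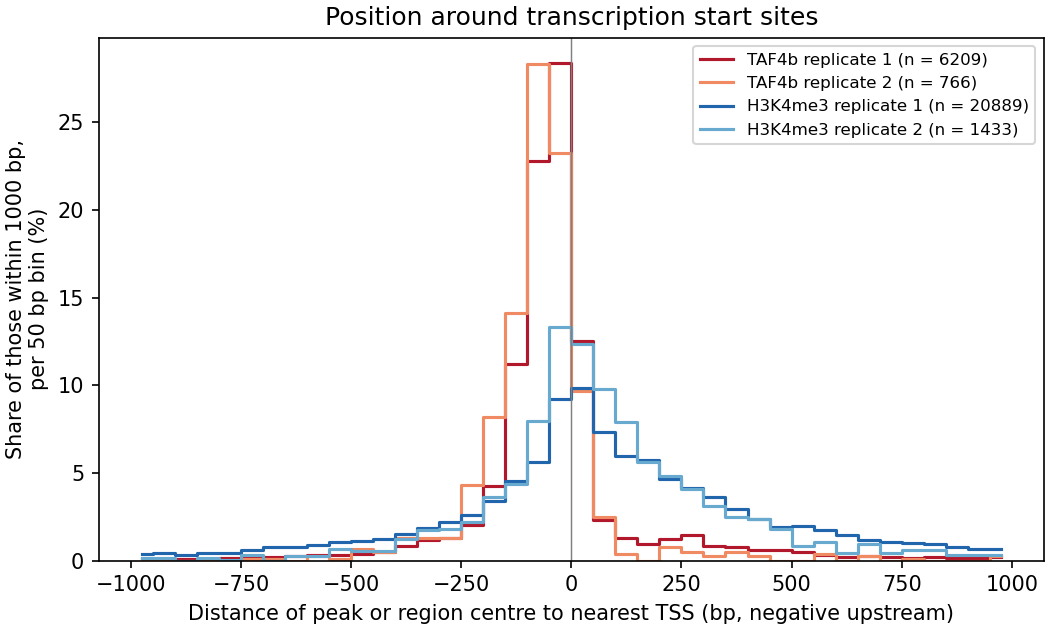
Distance from the centre of each peak or region to the nearest TSS (bp, negative upstream) for intervals within 1000 bp, as the percentage of such intervals in each 50 bp bin, 1 line per library. The TAF4b lines are narrow with medians of -44 bp and -69 bp, and the H3K4me3 lines are broad with medians of 52 bp and 39 bp.

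The authors' peak score was compared between promoter and other peaks within each TAF4b list. In replicate 1 the median score was 16.9 at 5756 promoter peaks and 10.4 at 2105 other peaks, a ratio of 1.63 (permutation p 1e-05, the smallest possible). In replicate 2 the medians were 60.7 and 56.7, a ratio of 1.07 (permutation p 0.305), so the difference did not hold in the smaller list.

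Peaks called separately in each replicate were then compared. Of the 848 TAF4b peaks of replicate 2, 658 (77.6%, 74.7 to 80.3) overlapped a peak of replicate 1, against a mean of 0.106% over random placements (p 0.001). Conversely, 8.37% of replicate 1 peaks overlapped a peak of replicate 2. Reducing replicate 1 to its 848 highest-scoring peaks lowered the overlap most, to 42.9%. Among TAF4b promoter peaks alone, 81.3% of those in replicate 2 overlapped replicate 1, against 8.64% when they were placed inside H3K4me3 promoter regions (p 0.001). For H3K4me3, 1691 of 1730 replicate 2 regions (97.7%, 96.9 to 98.3) overlapped replicate 1, against 4.07% for random placements (p 0.001), and 2.60% of replicate 1 regions overlapped replicate 2. With equal numbers of regions the first share was 22.8%.

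**Figure D3:**
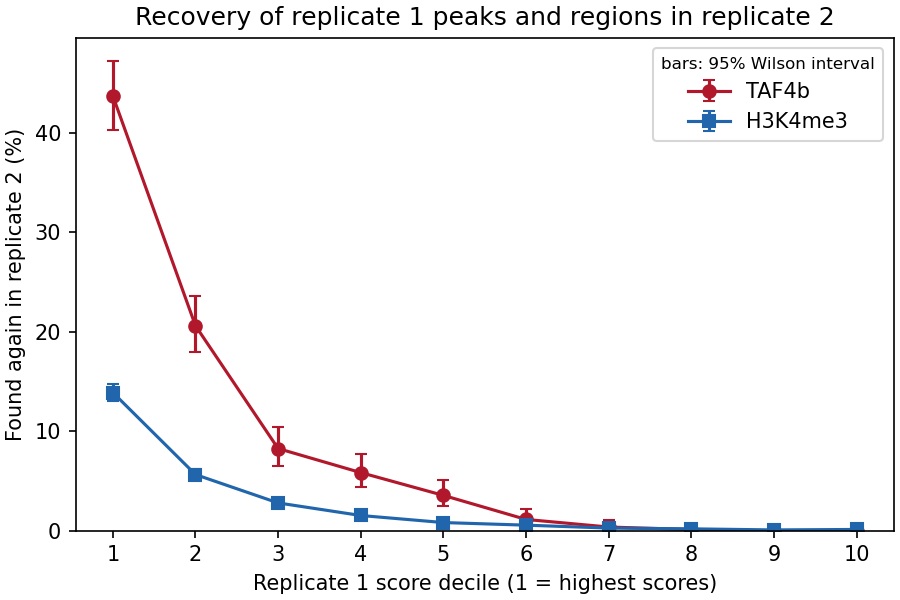
Percentage of replicate 1 peaks or regions that overlap one of replicate 2, by decile of the replicate 1 score (1 is the highest), for TAF4b and H3K4me3, with 95% Wilson intervals as bars. The share falls from 43.7% in the top decile to 0% in the bottom decile for TAF4b, and from 13.9% to 0.139% for H3K4me3.

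At the level of genes, promoter peaks named 5391 genes in TAF4b replicate 1 and 740 in replicate 2, and 623 genes were in both, an odds ratio of 29.3 over 31734 genes. Its Fisher exact p-value was below the smallest number the calculation can hold. With only genes that have an H3K4me3 promoter region as the universe, the odds ratio was 15.97 (Fisher exact p 6.0e-176).

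The 5 genes with the highest TAF4b replicate 2 scores among shared promoter peaks were Anp32e, Khsrp, Add3, Stip1 and Hsd17b12. The Anp32e peak lay on GRCm39 chromosome 3 at 95836409 to 95836597 in replicate 2, 55 bp upstream of the TSS as its deposited distance of -55 bp gives it, with a score of 182.2, and at 95836417 to 95836559 in replicate 1 with a score of 51.6. The Khsrp peak lay on chromosome 17 at 57338673 to 57338861 with a score of 174.1 in replicate 2, and the Add3 peak on chromosome 19 at 53130960 to 53131148 also had a score of 174.1. The Stip1 peak (chromosome 19, 7017488 to 7017676) and the Hsd17b12 peak (chromosome 2, 93988360 to 93988548) both had a score of 141.7. All 5 genes had an H3K4me3 promoter region in replicate 1. The promoter of Taf4b itself carried a TAF4b peak in replicate 1 (chromosome 18, 14916068 to 14916210, deposited distance -163 bp) with a score of 71.5, which ranked 3 in that list. No TAF4b peak at this promoter was listed in replicate 2, and the H3K4me3 region annotated to the Taf4b promoter in replicate 1 (14915085 to 14915585, score 28.3) did not overlap the TAF4b peak. Replicate 1 also held a second TAF4b peak at this locus, at 14916827 to 14916969 with a score of 12.9 and classed as exon, which overlapped an H3K4me3 region at 14916847 to 14917486 with a score of 53.7. These intervals were added after their values were seen.

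The next comparison asked how often TAF4b peaks lie in H3K4me3 regions of the same-numbered replicate. In replicate 1, 6612 of 7861 TAF4b peaks (84.1%, 83.3 to 84.9) overlapped an H3K4me3 region, against 2.83% for random placements (p 0.001). In replicate 2, 105 of 848 (12.4%, 10.3 to 14.8) did, against 0.0617% at random (p 0.001). For its promoter peaks alone the share was 12.97%, against 5.36% when they were placed inside H3K4me3 promoter regions (p 0.001), which is 2.42 times chance. The share depended on which H3K4me3 list was used: 89.0% of TAF4b replicate 2 peaks overlapped H3K4me3 replicate 1, and 6.92% of TAF4b replicate 1 peaks overlapped H3K4me3 replicate 2. With both replicate 1 lists reduced to as many of their highest-scoring intervals as replicate 2 holds, the replicate 1 share fell from 84.1% to 15.6% (13.3 to 18.2), against 0.214% at random (p 0.001). Promoter-TSS regions of H3K4me3 replicate 1 held a TAF4b peak in 29.5% of cases (28.8 to 30.3) and other regions in 4.41% (4.24 to 4.59). In replicate 2 these shares were 8.87% (7.29 to 10.8) and 1.88% (1.10 to 3.18). TAF4b promoter peaks of replicate 1 lay in H3K4me3 regions in 86.3% of cases and other TAF4b peaks in 78.1%. In replicate 2 the shares were 12.97% (10.7 to 15.6) and 8% (4.11 to 15.0), with overlapping intervals. By gene, the odds ratio between a TAF4b and an H3K4me3 promoter interval was 5.66 in replicate 1, with 3921 genes in both sets, and 4.88 in replicate 2, with 97 genes in both sets (Fisher exact p 4.53e-32). In the universe of genes with an H3K4me3 promoter region the replicate 2 odds ratio was 2.38 (Fisher exact p 5.72e-12).

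Male cells carry 1 X chromosome, and the share of promoter peaks on X was compared between antibodies. In replicate 1 it was 2.69% for TAF4b and 2.91% for H3K4me3, an odds ratio of 0.922 (Fisher exact p 0.421). In replicate 2 it was 1.47% for TAF4b (11 of 748) and 0.0964% for H3K4me3 (1 of 1037), an odds ratio of 15.5 (Fisher exact p 4.98e-04). The replicate 2 value rests on a single H3K4me3 region, and against H3K4me3 replicate 1 the TAF4b replicate 2 odds ratio was 0.497 (Fisher exact p 0.0171), in the opposite direction. The comparison therefore did not hold across backgrounds.

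Of 32 germ cell genes, 14 had a TAF4b promoter peak in replicate 1, against 1 of 32 somatic genes, an odds ratio of 24.1 (Fisher exact p 1.96e-04). The 14 genes were Taf4b, Dazl, Ddx4, Dnd1, Piwil2, Tdrd9, Mael, Mov10l1, Sohlh2, Zbtb16, Ret, Sall4, Sycp3 and Etv5. In replicate 2 neither list had a gene with a TAF4b promoter peak, so the comparison had no replicate. Counting any peak whose nearest gene was a listed gene lowered the replicate 1 odds ratio to 5.40, with 16 germ cell and 5 somatic genes (Fisher exact p 0.00700). H3K4me3 promoter regions of replicate 1 were found at 18 germ cell and 16 somatic genes (Fisher exact p 0.802). Those of replicate 2 were found at 2 germ cell and 0 somatic genes (Fisher exact p 0.492). Of 12 housekeeping genes, 6 had a TAF4b promoter peak in replicate 1 and 0 in replicate 2. Of 18 TFIID or related genes, 11 had one in replicate 1, and Taf1 had one in both replicates.

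Consensus sequences were compared between TAF4b promoter peaks and 8508 H3K4me3 promoters without TAF4b. In replicate 1, 9 of 10 sequences were more frequent at the peaks and the TATA box was less frequent, all with an adjusted Fisher exact p under 0.05. In replicate 2, 8 were more frequent and none was less frequent. The GC box bound by SP and KLF factors (GGGCGG) was present in 65.8% (64.59 to 67.04) of replicate 1 and 71.9% (68.60 to 75.03) of replicate 2 peaks, against 41.7% (40.7 to 42.8) of controls. The CCAAT box was present in 42.1% and 59.1% of peaks against 23.8% of controls, with odds ratios of 2.33 and 4.62. The GFY sequence (ACTACANNTCCC) had the highest odds ratios, 7.65 and 9.76, at 6.29% and 7.89% of peaks against 0.870% of controls. The TATA box was present in 2.88% of replicate 1 peaks and 4.11% of controls, an odds ratio of 0.692 (adjusted Fisher exact p 1.11e-04). With controls matched on GC content this odds ratio was 1.11 (adjusted Fisher exact p 0.386), so the difference was no longer past the threshold. The same matching left 8 sequences more frequent in replicate 1. In replicate 2 it left 3 with 1 control per peak and 5 with 4 controls per peak, the second being an alternative added after the first was seen.

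**Figure D4:**
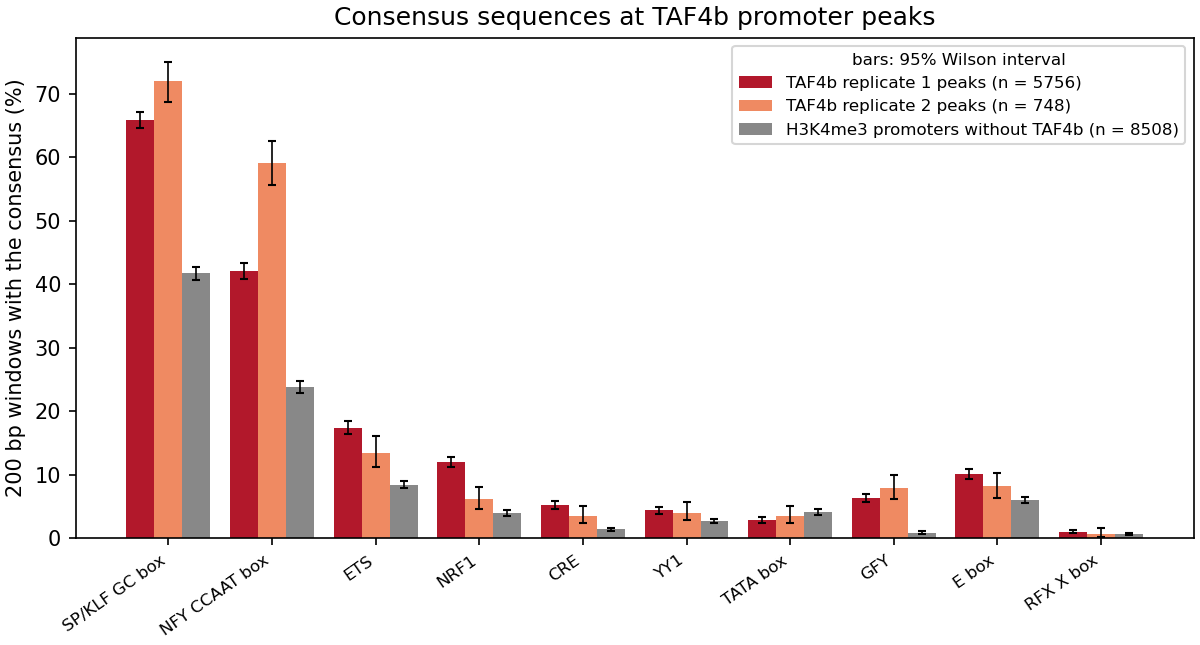
Percentage of 200 bp windows that hold each consensus sequence at TAF4b promoter peaks of replicate 1 and replicate 2 and at H3K4me3 promoters without TAF4b, with 95% Wilson intervals as bars. The GC box is present in 65.8% and 71.9% of peaks against 41.7% of controls, and the CCAAT box in 42.1% and 59.1% against 23.8%.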

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

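Alternatives were set before the data were examined, except 4 chosen after seeing the data: leaving out the mitochondrial genome, windows all centred on the TSS, 4 GC-matched controls per peak, and the X comparison with equal numbers of peaks. Of 91 alternative values for the main comparisons, 82 were classed as the same. They kept their direction and side of the threshold, moved less than the spread between replicates, or were counts of sequences that changed little. Such counts have no threshold or spread of their own. Those classed as the same include 9 to 7 (replicate 1, 100 bp windows) and 8 to 6 (replicate 2, windows centred on the TSS). The replicate 2 count of less frequent sequences started at 0, so it could not fall. Of these 82, 7 were set aside, because the design fixes their outcome or they repeat another result in full. They are the 4 that left out 1 replicate, the replicate block, and the pair named in the last paragraph. With 2 replicates, leaving out 1 always moves the mean by less than the SD. This leaves 75. For promoter share the spread between replicates, 17.1 percentage points, is wide. The fits that each left out 1 replicate gave 28.3 to 52.5 percentage points, and 79.0% to 90.3% for TAF4b peaks near a TSS. The replicate block gave the same 40.4 percentage points, in a design too small to pass a threshold.

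The share of H3K4me3 replicate 1 promoter regions found in replicate 2 was 7.47% with placement among H3K4me3 promoters, against 8.27% at random. These regions were placed mostly among themselves, so this setting could not separate them from chance and the reversal is no evidence. The X odds ratio also reversed and became 1.08 with all peaks and 28.7 with the other H3K4me3 library in replicate 1, and 0.497 with the other H3K4me3 library in replicate 2. The number of less frequent sequences in replicate 1 fell from 1 to 0 with GC-matched controls. The number of more frequent sequences in replicate 2 fell from 8 to 4 in 100 bp windows, to 3 with GC-matched controls, to 3 in the higher-scoring 50% of peaks, and to 5 with 4 GC-matched controls per peak. The 4-control alternative was added because 1 control per peak left 748 control windows, and both counts stand. The cause was not tested for the other changes.

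For single sequences, 79 of 110 alternative values were the same, 22 were weaker and 9 reversed. Reversed means that the odds ratio was no longer on the same side of 1. Every one of the 9 failed to pass the threshold, so they show no difference in the opposite direction. YY1 reversed in 100 bp windows (odds ratios 0.783 in replicate 1 and 0.725 in replicate 2). The TATA box reversed in replicate 1 with GC-matched controls (1.11), and in replicate 2 with GC-matched controls (1.25), in the higher-scoring 50% (1.08) and with 4 controls per peak (1.12). The RFX X box in replicate 2 gave 1 with GC-matched controls, 0 in the higher-scoring 50% and 0.952 with 4 controls per peak. In replicate 2 neither sequence was past the threshold in the first place.

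Odds ratios could not be computed, because a count was 0, for the germ cell list in replicate 2 and in the higher-scoring 50%, and for X in the higher-scoring 50% of replicate 2 and with equal numbers of peaks. Placement among H3K4me3 promoters was not run for H3K4me3 replicate 2 in replicate 1 or for TAF4b in H3K4me3 replicate 1, and the universe of H3K4me3 promoter genes was not run for TAF4b with H3K4me3 in replicate 1, because the outcome is fixed by construction. Equal numbers of peaks lowered the share of TAF4b replicate 1 peaks in H3K4me3 regions from 84.1% to 15.6%, still above chance, and changed nothing for TAF4b replicate 2 in H3K4me3 regions (12.4%), because that setting does not alter its lists, and the germ cell result in either replicate equals that of replicate 1. The unknown depth limits every statement about peaks missing from replicate 2.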

Other observations

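Tests chosen only after the result was seen were those of GC content and recovery between replicates, the missing Taf4b peak, the shared background, the X share of TAF4b replicate 2, later annotated start sites, the germ cell list, all mitochondrial tests, 4 GC-matched controls per peak, and interval width for all regions within 1000 bp of a TSS. The IgG libraries were not analysed here, so antibody background could not be tested directly. With 1 genotype, 1 stage and 1 cell type, the design gives no biological contrast other than the antibody.

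The gap in list size between replicates may reflect lower depth in replicate 2. Of TAF4b replicate 1 peaks, 43.7% of the top score decile and 0% of the bottom decile were found again, and for H3K4me3 the shares were 13.9% and 0.139%. Any loss that acts on weak peaks would give the same gradient. A loss of GC-poor regions was tested within the top decile. For H3K4me3, median GC content in 500 bp was 65.2% for regions found again and 60% for the others, a difference of 5.2 percentage points (permutation p 0.0001, the smallest possible). For TAF4b the loss of GC-poor peaks in replicate 2 was tested in the same way, and the difference was 0 percentage points (permutation p 1). Depth and, for H3K4me3, GC content remain candidate explanations. All top-decile H3K4me3 replicate 1 regions (scores of at least 116.3) scored above the lowest listed replicate 2 score (96), yet most were not found again. Reading this against depth alone assumes that both libraries were scaled to the same total, which was not tested for H3K4me3. Region widths also differed between the lists (medians of 779 bp and 500 bp), and scores were not adjusted for width here. These scores therefore cannot decide whether depth alone accounts for the loss. Whether the antibodies differ in this respect was not tested.

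Taf4b is the gene of the profiled protein, and its promoter peak ranked 3 in TAF4b replicate 1 but was missing from replicate 2. Among the 100 highest-ranked replicate 1 peaks, 31 (31%) were missing from replicate 2, which describes the loss and does not test depth. If 1 score step is 1 read and both libraries were scaled to the same total, the 144 reads of this peak predict 17.7 reads in replicate 2, where the lowest listed peak has 10, and the Poisson probability of fewer than 10 is 0.0185. This covers counting error only, for a peak picked because it was missing. At the 69 of the 100 highest-ranked peaks that were shared, the replicate 2 score was a median of 1.73 times the predicted one and above it in 97.1% of cases, but these peaks were selected for being listed in replicate 2, so they do not test the scaling. A single library against counting error cannot decide whether depth accounts for the missing peak. Whether the protein occupies its own promoter in these cells is a hypothesis that rests on 1 library here.

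Few H3K4me3 replicate 2 regions lay on X (3 of 1730). The 1730 highest-scoring regions of replicate 1 also held few, 0.231% against 2.48% of the rest (Fisher exact p 7.32e-14). By score decile the X share of H3K4me3 replicate 1 rose from 0.354% in the highest to 6.04% in the lowest, and for TAF4b from 0.254% to 3.94%. For H3K4me3 this is consistent with a score threshold acting on a chromosome with 1 copy per cell. A sharp cut of this kind did not account for TAF4b replicate 2. There 14 of 848 peaks (1.65%) lay on X, against 3 of the 848 highest-scoring replicate 1 peaks (0.354%, Fisher exact p 0.0123). However, TAF4b peaks found again in replicate 2 also came from lower score deciles, such as 162 from the second and 65 from the third. The X share there was higher, 0.763% and 1.40%. A less sharp threshold was not tested and remains possible. Autosomes with other properties were not compared.

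Mitochondrial peaks were found in TAF4b replicate 2 only: 11 peaks, 10 of them classed as promoter-TSS, with scores from 5793.1 to 7440.8. The next score in that list was 327.9, near Rn18s-rs5 on chromosome 17. The 11 scores spanned a ratio of 1.28 along a genome of 16299 bp. More mitochondrial DNA reads in the replicate 2 libraries in general would predict such regions in H3K4me3 replicate 2 as well, and it held 0, but a caller that compares a region with its surroundings could miss even coverage, so this explanation remains open. The second highest TAF4b replicate 1 peak (chromosome 1, 24651760 to 24651902, nearest gene Gm10222) was tested as a nuclear copy of mitochondrial DNA. Aligned without gaps over its whole length it was 67.8% identical, below the 95% set for the test. A second test, added after that outcome and also without gaps, found a stretch of 78 bp with 100% identity, against 12 bp at most in the other 19 of the 20 highest peaks. The same locus had a score of 89.1 and rank 109 in replicate 2, far below the mitochondrial peaks of that list. An insertion or deletion would end a match in both tests, so how much of the locus matches is not known. If only part of it matches, stray mitochondrial reads could also give a score far below those peaks. The comparison of scores therefore cannot decide whether mitochondrial reads are the main source of this peak. The sequence match alone does not show that replicate 1 held such reads. Leaving out the mitochondrial genome gave a promoter share difference of 40.4 percentage points.

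The highest-scoring TAF4b peaks could come from background shared between antibodies (regions that attract reads with any antibody). Of the 10 highest-scoring TAF4b replicate 1 peaks, 3 lay in the top 1% (648) of H3K4me3 replicate 1 regions by score, fewer than this explanation predicted. For these 3 peaks shared background nevertheless remains possible, and without the IgG libraries the count does not clear the others. They include the highest TAF4b replicate 1 peak, on scaffold JH584304.1 with a score of 266.5. Its locus also ranked 2 in H3K4me3 replicate 1 and 1 in H3K4me3 replicate 2. For background shared between antibodies in replicate 2, 2 of the 10 highest-scoring nuclear TAF4b peaks lay in the top 1% (17) of H3K4me3 regions. They were the peaks near Rn18s-rs5 (chromosome 17, 40154199 to 40154387) and in Filip1l (chromosome 16, 57211794 to 57211982), in H3K4me3 replicate 2 regions that ranked 4 and 7, and for both it remains possible. The peaks with scores of 327.9 and 307.7 were also nearest to Rn18s-rs5. The peak with a score of 186.2 lay on scaffold MU069435.1, which also held the H3K4me3 replicate 2 region ranked 3. The count therefore does not clear the other peaks of background.

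TAF4b replicate 1 peaks outside annotated promoters overlapped H3K4me3 regions in 78.1% of cases, against 2.83% for random placements (p 0.001), which is consistent with promoters that the annotation lacks. The share was 0.906 times that of promoter peaks, where background unrelated to promoters predicted less than 0.5. Background shared between antibodies could lie in H3K4me3 regions as well, so without the IgG libraries this ratio cannot rule it out. Of 1645 peaks over 1000 bp from a deposited TSS, 20.2% had a TSS of the later GENCODE M39 annotation within 1000 bp, against 8.51% at random (p 0.001), and 12.2% of such H3K4me3 regions did. The other distal peaks have no annotated TSS nearby, and since H3K4me3 regions also cover sites that are not promoters, distal regulatory elements remain possible and were not tested.

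Germ cell genes carried TAF4b promoter peaks more often than somatic genes in replicate 1. Absence of H3K4me3 at the somatic genes was tested by keeping only listed genes with an H3K4me3 promoter region: 10 of 18 germ cell and 1 of 16 somatic genes had a TAF4b peak (Fisher exact p 0.00308). GC content was tested with 10000 draws of H3K4me3 promoter genes matched to the somatic genes, which held 4.60 genes with TAF4b on average, and 2.72% of draws had as few as the somatic list. Neither test accounted for the difference. None of the 14 germ cell genes recurred in replicate 2. Score-matched draws from replicate 1 gave 0 recurring genes in 5.12% of cases, with a mean of 2.14, just above the 5% set for the test, so low scores and lower depth may account for the absence, with little margin. A preference of TAF4b for germ cell genes is a hypothesis from 1 library. Housekeeping genes had a similar share (6 of 12), so the contrast may concern genes silent in these cells, and expression was not analysed here.

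The difference in consensus sequences was tested against different centring of the windows (peak centre against TSS). With all windows centred on the TSS, 9 of 10 sequences in replicate 1 and 6 of 8 in replicate 2 stayed past the threshold in the same direction. For GC content, 8 of 10 stayed in replicate 1 with matched controls. In replicate 2, 3 of 8 stayed with 1 control per peak, which is under the 50% that was set for the test. With GC content (4 controls per peak), 5 of 8 stayed, in a test added after that outcome. GC content therefore may explain part of the replicate 2 result, and which of the 2 counts is closer depends on the number of controls. The GC box, the CCAAT box and GFY stayed under all of these settings in both replicates. The controls were not matched on H3K4me3 score or gene type, so these remain possible alternatives. Protein-coding genes made up 91.7% and 92.3% of the genes with a TAF4b promoter peak in replicates 1 and 2. For H3K4me3 replicate 1, whose genes include many with TAF4b, the share was 77.4%.

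TAF4b peak centres lay upstream of the TSS and H3K4me3 region centres downstream. Different interval widths of the lists were first tested in the narrowest 25% of H3K4me3 replicate 1 promoter-TSS regions, with a median of -125 bp, but all promoter-TSS regions had a median of -38 bp, so the class itself fixes the sign and this test could not decide. In the narrowest 25% of all regions within 1000 bp of a TSS the median was 58 bp, against 52 bp for all widths. These regions were 500 to 742 bp wide and never as narrow as the TAF4b peaks (142 and 188 bp), so neither test can rule out interval width. An alternative is that H3K4me3 marks the nucleosomes downstream of a start site while TAF4b lies at the core promoter, which was not tested.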
